# miRNA accumulation correlates with increased phloem cell proliferation in tomato *hawaiian skirt* mutants

**DOI:** 10.3389/fpls.2025.1649913

**Published:** 2025-09-16

**Authors:** Fabien Lombardo, Tarek El mestari, Thomas Kirat, Muhammad Ijaaz Jondah, Julie Marsaudon, Norbert Bollier, Chiaki Mastukura

**Keywords:** phloem, tomato, pedicel, cambium, radial growth

## Abstract

**Introduction:**

The cambium is the meristem responsible for production of plant vascular tissues, the xylem (wood) and phloem, during plant radial growth. Due to its internal location and relatively low cell number, the biology of the cambium remains less well understood compared to other plant meristems. The tomato *hws* mutant exhibits miRNA accumulation and produces a markedly enlarged phloem, suggesting a role for miRNAs in regulating vascular development. This study aims to identify the accumulated miRNAs associated with the vascular phenotype in *hws* mutants and characterize their impact on phloem development kinetics.

**Methods:**

To achieve this, we analyzed the vascular phenotype of *hws* mutants using pedicel and stem sections examined using light and scanning electron microscopy, alongside RNA sequencing of miRNAs from pedicels.

**Results:**

Our findings reveal increased cell division rates during the phloem expansion phase in *hws-1* while xylem is reduced due to a shortened expansion phase in pedicels. Key miRNAs, including miR319 and miR164, were identified as highly accumulated in the mutant pedicels. Vascular phenotypes in stems were consistent with those observed in pedicels.

**Discussion:**

Our findings underscore the potential for manipulating miRNA levels to improve phloem capacity and possibly crop yields through targeted genetic strategies.

## 1 Introduction

The emergence of vascular tissues marked a key step in plant evolution (Lucas et al., 2013). This innovation enabled efficient transport of water and nutrients, allowing plants to colonize land and grow to considerable heights. Vascular tissues consist mainly of xylem and phloem, both originating from the same meristem (Fukuda and Ohashi-Ito, 2019). Understanding the biology of the vascular meristem is not only of scientific interest but also has practical implications: xylem forms wood, a major commodity, while phloem is essential for sugar distribution within plants, impacting crop productivity. Several theoretical models supported by multiple studies suggest that photoassimilate translocation from source to sink organs is a major bottleneck in yield improvement (Konrad and Roth-Nebelsick, 2023; Patrick, 2013). For example, in giant pumpkins, increased phloem size correlates with the enormous fruits produced (Savage et al., 2015). Similarly, in tomato (*Solanum lycopersicum*), a comparative study of vascular tissue across cultivars revealed a strong correlation between pedicel phloem size and fruit size (Simon et al., 2022). More direct evidence comes from Nam et al., 2022, who achieved a 60% increase in total fruit weight by knocking down *SlJULGI*, a negative regulator of phloem development.

Tomato has bicollateral vascular bundles, with both an inner and an outer phloem flanking the xylem. Anatomical studies of species that form bicollateral bundles show that the outer phloem most likely originates from the procambium, whereas the cambium produces the secondary inner phloem and secondary xylem (Beck, 2010; Esau, 1977). Research on the biology and functional differences between the inner and outer phloem is scarce, but studies in Cucurbitaceae have shown that the outer phloem preferentially expresses genes involved in processes other than sugar transport, including stress responses, defense, ion transport, and secondary metabolite biosynthesis (Sui et al., 2018; Sui et al., 2021).

Previously, we showed that the inner pedicel phloem of the *hawaiian skirt-1 (hws-1)* tomato mutant is at least twice as large as that of the wild type (Lombardo et al., 2021a). This enlargement is associated with increased pedicel girth, suggesting enhanced division of phloem progenitor cells in the mutant. Although the size and number of fruits remain unchanged in the mutant, their Brix is higher, a difference attributed to enhanced sugar translocation from the enlarged phloem. The *HWS* gene emerges as a promising genetic target for engineering crops with enlarged phloem to improve yields.

Evidence from Arabidopsis, poplar, and tomato points to *HWS* as a regulator of microRNA (miRNA) biosynthesis (Damayanti et al., 2019; Dash et al., 2015; Lang et al., 2018; Mei et al., 2019; Zhang et al., 2017). The phenotypic traits in *hws* mutants are attributed to the accumulation of miRNAs and the resulting downregulation of their target genes. Since *HWS* encodes an F-box protein, it is thought to mediate the ubiquitin-dependent degradation of one or more target proteins. Recent preprint data from Gonzalo et al., 2024 suggest that MED37, a component of the MEDIATOR complex, is a direct target of HWS. In *hws* mutants, stabilization of MED37 would promote the recruitment of MIRNA loci to the nuclear pore complex. This would lead to enhanced co-transcriptional processing of pri-miRNAs and increased production of mature miRNAs. Additionally, miRNA loading onto ARGONAUTE would be impaired, resulting in an increase of unloaded miRNAs free to move between cells. Thus, reduced HWS activity would correlate with both elevated miRNAs levels and greater non-cell-autonomous miRNA movement.

The miRNA miR165 and miR166 are known to regulate HD-ZIP III transcription factors, which are necessary for proper patterning of vascular tissues (Ramachandran et al., 2017). However, there is currently no evidence directly linking miRNA activity to the promotion of phloem development. Our earlier work showing expanded pedicel size in *hws* mutants suggests that miRNAs may promote radial growth, though the identity of the recipient cells and timing remains unclear.

The cambium, the meristematic tissue responsible for the production of vascular tissues during radial growth, is less well understood than apical meristems. A study in Arabidopsis reports that phloem and xylem are derived from a single stem cell lineage, termed bifacial cells (Shi et al., 2019). In contrast, studies in Populus identify two types of stem cells, indicating that the identity of cambial stem cells may vary among the species (Bossinger and Spokevicius, 2018; Du et al., 2023). In tomato, no studies have yet examined whether cambial stem cells are bifacial. Thepositioningofauxinsignalingmaximadeterminewhethercambialcellsdifferentiate into xylem or phloem (Smetana et al., 2019). Gibberellins direct auxin flow and thereby influence the xylem-to-phloem ratio (Mäkilä et al., 2023). In apical meristems, stem cells give rise to transient amplifying (TA) cells that rapidly proliferate before undergoing terminal differentiation. These cells have lost their pluripotency but are not yet fully differentiated, serving as intermediate population between stem cells and mature tissue. In the cambium, cell divisions are mostly observed in stem cells (Shi et al., 2019; Smetana et al., 2019) and the lack of clearly defined transient zone raises questions about the applicability of the TA cell concept (Hunziker and Greb, 2024), although other studies assert unequivocally their existence (Fischer et al., 2019).

To investigate how the *hws* mutation affects phloem proliferation and identify specific miRNAs that accumulate in the mutant vasculature, we analyzed histological sections of pedicels and stems, and quantified miRNAs from pedicel tissues. Our findings suggest altered developmental timing in the mutant, and confirm a role for *HWS* in cambium regulation.

## 2 Materials and methods

### 2.1 Plant material

The tomato (*Solanum lycopersicum*) *hws-1* and *hws-3* lines were isolated from an ethyl methanesulfonate (EMS) mutagenized population of the “Micro-Tom” cultivar with the identifiers TOMJPE8986 and TOMJPW3299, respectively (Saito et al., 2011). Description of the corresponding mutations in *HAWAIIAN SKIRT (Solyc01g095370)* can be found in Damayanti et al., 2019.

All experiments were performed on BC3 (*hws-1*) and BC1 (*hws-3*) populations grown in rockwool supplemented with a Ōtsuka house 1 and 2 (OAT Agrio Co., Ltd, Tokyo, Japan) nutrient solution under a 16-h light/8-h dark regime provided by LED lights with an output of 230 µmolm⁻²s⁻¹ of PAR.

### 2.2 Microscopy and vascular tissue growth kinetics

Pedicels were cut off plants and immediately sectioned using a VT1200S vibratome (Leica Microsystems, Wetzlar, Germany) at a thickness of 60µm about halfway between the abscission zone and the fruit, which corresponds to the region of smallest diameter. For light microscopy, sections were directly stained with 0.05% toluidine blue for approximately 1.5 minute, briefly rinsed with distilled water and observed under an Olympus BX53 light microscope (Olympus Corporation, Tokyo, Japan) using an imaging software (cellSens Standard 1.6, Olympus, http://www.olympus-global.com; accessed on 14 March 2024). A minimum of five pedicels from three different plants were observed for each timepoint in the kinetics experiment. The area of vascular tissue was measured manually in QuPath (Bankhead et al., 2017) using the wand tool. Automatic segmentation was not used because it did not reliably delineate tissue boundaries in these samples. Tissues were identified based on toluidine blue staining intensity and hue, anatomical location, and general cellular morphology, which were more consistently distinguished by eye.

Stems of three-month-old plants were sectioned at the middle of the fourth internode and stained as described above for observation under an Olympus SZX10 stereo microscope (Olympus Corporation, Tokyo, Japan).

Because the pedicel tissues displayed successive phases with approximately linear kinetics, separated by shifts in growth rate, we analyzed growth kinetics using segmented (piecewise) linear regression rather than a logistic (sigmoid) model. Candidate breakpoints were first identified by visual inspection of the growth trajectory (i.e. DAA = 8 and 14 for WT; 6 and 14 for *hws-1*). These values were then provided as initial estimates to the segmented package in R, which optimized breakpoint positions to obtain the best-fitting continuous piecewise model (Muggeo, 2003; Wickham, 2016).

For scanning electron microscopy, pedicel sections were prepared following the protocol of (Mullendore et al., 2010) with the following modifications: Pedicel segments from WT and mutant lines cut between the abscission zone and the calyx were directly immersed into superchilled 100% ethanol and stored overnight in a −20 °C freezer. In the proteinase K solution, calcium acetate was replaced with calcium chloride and a 5% Triton X-100 was used. Proteinase K incubation time was reduced to five days. Prior to observation with a JSM-IT500HR electron microscope (Jeol Ltd., Tokyo, Japan), samples were dehydrated, freeze-dried and coated with 1nm platinum/palladium. Images were edited for brightness, sharpness and color balance for consistency across images using Adobe Photoshop (Adode Inc., San Jose, CA, USA). For the phloem cell size measurement, images were first segmented using Cellpose 2.0 (Stringer et al., 2021) and the trained model TN3, then, the segmented objects were manually curated to only keep the cells of the phloem tissue (sieve tubes, companion cells, parenchyma cells and sclereids) and the cell area was measured using ImageJ/Fiji (Schindelin et al., 2012).

### 2.3 RNA sequencing and analysis

The distal parts of pedicels, from above the abscission zone to below the calyx, of 10-DAA WT and *hws-1* fruits were frozen into liquid nitrogen. Five pedicel segments were bulked into one sample to obtain about 50mg of material and ground in a mortar using a pestle. Total RNA was extracted using a High Pure RNA Isolation kit (Roche, Basel, Switzerland) following manufacturer’s instructions (single-column protocol). Three biological replicates for each line were sequenced using a Illumina NovaSeq X Plus platform at a depth of one million-read per sample, which was estimated sufficient to capture the most abundand miRNAs, by Rhelixa Inc. (Tokyo, Japan).

Raw sequence data was analyzed with the sRNAminer software using the One Step pipeline with default settings (Li et al., 2024).

## 3 Results

### 3.1 The degree of phloem enlargement is dependent on *hws* allele severity

To date, the vascular phenotype of the tomato *hws* mutant had only been investigated in the weak allele *hws-1* (Lombardo et al., 2021a). Previous studies in Arabidopsis showed that miRNA accumulation in *hws* lines is dependent on the severity of the allele (Lang et al., 2018; Mei et al., 2019). The *hws-3* allele introduces a premature stop codon near the middle of the coding sequence, resulting in pronounced leaf deformations and severely reduced seed production, and is therefore considered a strong allele (Damayanti et al., 2019; **Supplementary Figure S1**). Based on these observations, we hypothesized that *hws-3* would display enhanced miRNA accumulation and, consequently, a greater degree of phloem enlargement.

To compare vascular phenotypes between *hws-1*, *hws-3* and WT plants, we analyzed sections of pedicels at 20 DAA. Sections were stained with toluidine blue to visualize phloem and xylem tissues under the microscope. As previously reported in an earlier study, the inner phloem of *hws-1* was markedly enlarged, while the outer phloem was unaffected (**Figure 1**). We measured outer phloem area and confirmed it was unchanged across genotypes (**Supplementary Table S1**). Because the outer phloem is not derived from the cambium, represents only a small fraction of the pedicel area and shows no genotype-specific difference, we excluded it from further analysis. Hereafter, we refer to the inner phloem simply as “phloem” for brevity. In the severe *hws-3* allele, the phloem was strikingly enlarged, confirming our expectations. Both mutant lines showed narrower xylem compared to WT, with this effect appearing more pronounced in *hws-3*.

**Figure 1:**
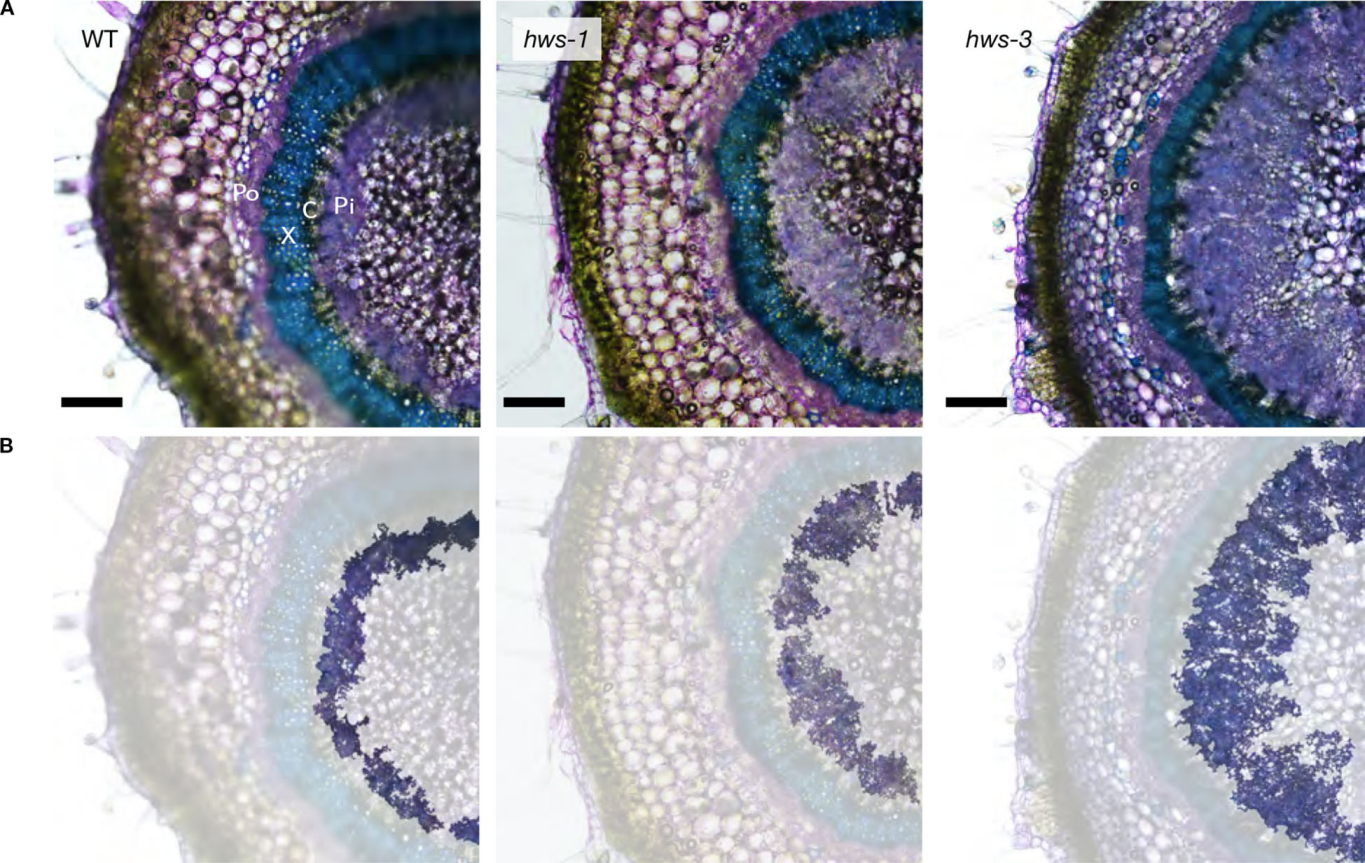
Pedicel cross-sections of WT, *hws-1* and *hws-3* show progressive increases in phloem area. **(A)** Section were stained with toluidine blue staining to visualize xylem (X; in blue) and outer (Po) and inner phloem (Pi; in purple); cambium (C). Bars indicate 200 µm. **(B)** Same images as in **(A)**, with other tissues masked to highlight the inner phloem.

To quantify vascular tissue changes, we manually delineated section images of 20-DAA pedicels using the QuPath segmentation software (Bankhead et al., 2017). Mutant pedicels were larger, showing a 20% and close to a 40% increase in total cross-sectional area for *hws-1* and *hws-3*, respectively (**Figure 2**). Phloem area was more than twice as large in *hws-1*, with an average increase of 125%, slightly exceeding our initial estimate (Lombardo et al., 2021a). The *hws-3* line exhibited a phloem enlargement nearly fivefold relative to WT, confirming the correlation between allele severity and phloem expansion.

**Figure 2:**
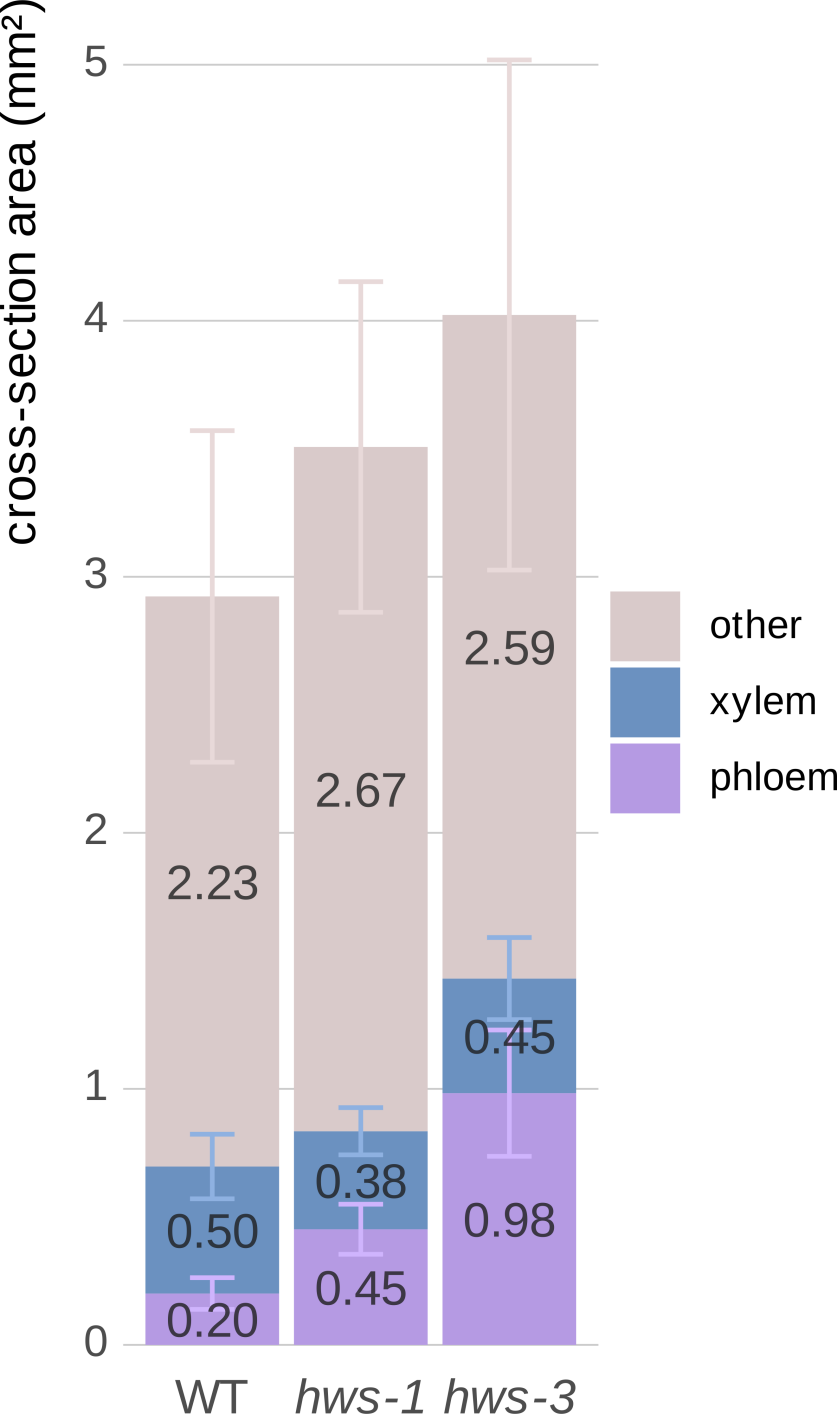
Quantitative comparison of phloem and xylem tissue cross-sectional areas in 20-DAA pedicels from WT, *hws-1* and *hws-3*.

In contrast, xylem area reduction was not strictly correlated with allele strength. In the strong *hws-3* line, the xylem showed a less pronounced reduction than expected, counterintuitive to our visual inspection of the sections. As pedicel expands, the xylem is pushed outward, increasing its diameter. In mutant pedicels, the xylem tissue is distributed over a broader circumference, which partially explains the relatively modest reduction in total area compared to their visibly narrower morphology. Thus, despite appearing thinner in section, the total xylem area does not decrease proportionally with phloem expansion.

Non-phloem and non-xylem tissues in *hws-1* and *hws-3* showed an approximate 15% to 20% increase, mostly from the enlargement of the central parenchyma, as evidenced by microscopy (**Figure 1**).

These observations were confirmed statistically using non-parametric tests, as normality could not be assessed for *hws-3* due to its small sample size (*n* = 5). For each tissue type, differences among lines were assessed with the Kruskal–Wallis test, followed by pairwise Wilcoxon rank-sum tests when significant. Holm’s correction was applied for multiple comparisons. Phloem area differed strongly among lines (*p* = 4.3 × 10^−8^), with all pairwise contrasts remaining significant after correction (WT vs *hws-1*, *p* = 1.2 × 10^−8^; WT vs *hws-3*, *p* = 9.4 × 10^−5^; *hws-1* vs *hws-3*, *p* = 1.2 × 10^−4^). Xylem (*p* = 0.052) and other tissues (*p* = 0.066) showed no significant differences.

Area mean values are indicated on each corresponding bar. All remaining tissues, apart from xylem and phloem, are grouped as “other”. Error bars show mean average deviations. *n* = 19, *n* = 24 and *n* = 5 for WT, *hws-1* and *hws-3*, respectively. Phloem area significantly differed among lines (all pairwise *p* < 0.001); xylem and other tissues were not significantly different.

### 3.2 Phloem cell size distribution is comparable across WT and *hws* lines

To determine whether phloem enlargement in *hws* mutants arises from increased cell size or cell number, we conducted morphological analyses using scanning electron microscopy (SEM) and automated image segmentation. Phloem cell sizes were quantified using the Cellpose segmentation software (Stringer et al., 2021). Density plots of cell sizes were comparable across all genotypes, with a median value of approximately 60 µm (**Figure 3**). Cell size distributions did not differ significantly among lines in Bonferroni-corrected pairwise Anderson–Darling tests (all adjusted *p* = 1), and Wasserstein distances ranged from 2.62 to 4.34, consistent with the similar density plots. SEM analysis revealed no discernible structural differences in phloem morphology between mutant and WT plants, beyond the observed overall size increase. These findings indicate that the enlarged phloem area in *hws* mutants arises from an increase in cell number rather than changes in cell sizes, with structural characteristics were preserved relative to WT.

**Figure 3:**
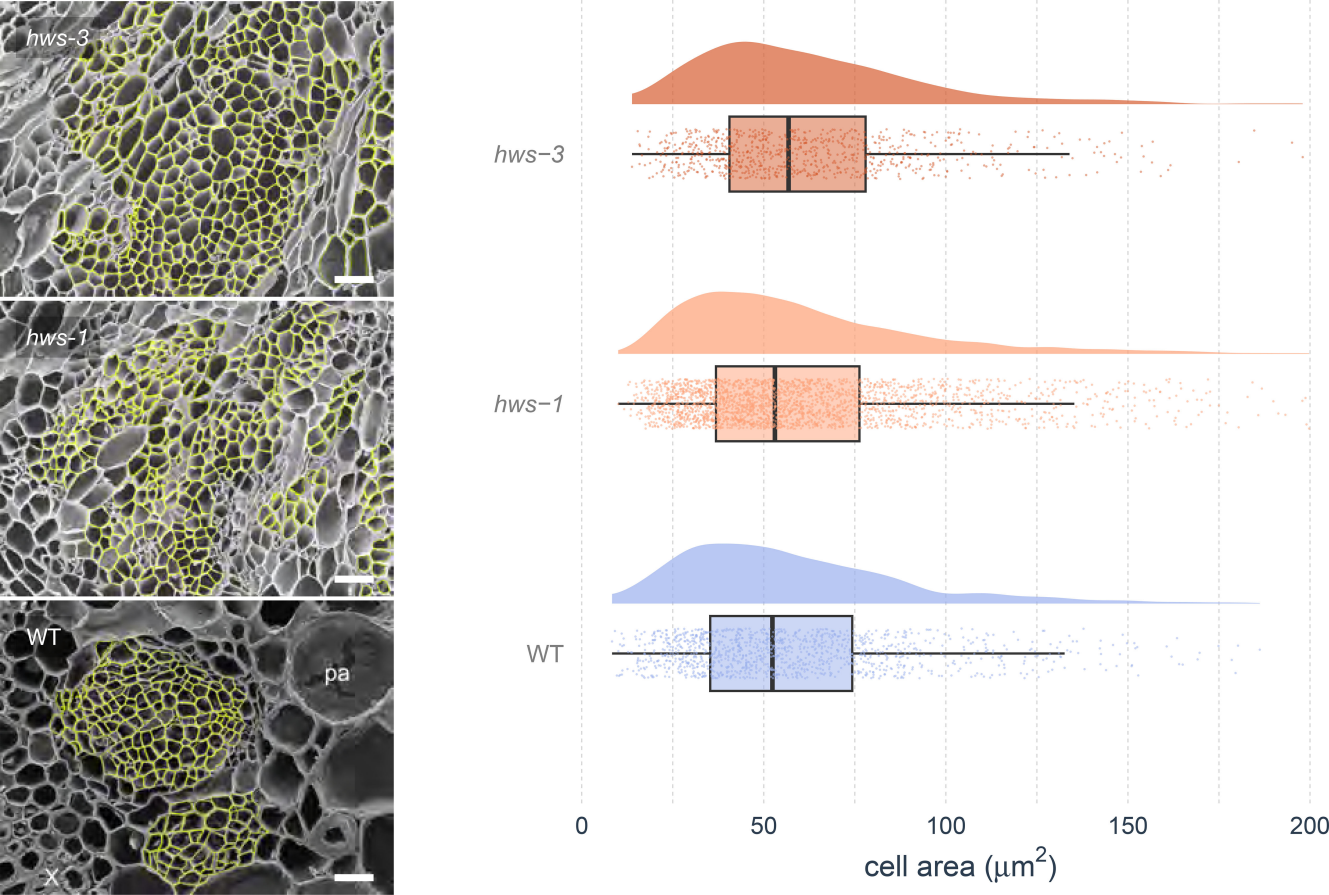
Analysis of phloem cell sizes in WT and *hws* mutant lines.

Left: Scanning Electron Microscopy (SEM) images of 20-DAA pedicel cross-sections. Phloem cells (highlighted in yellow) were segmented using the Cellpose software before manual curation. Bars indicate 25 µm. Right: Distributions of cell sizes measured from SEM images using the Cellpose software showing comparable cell densities across genotypes, with no statistical differences (pairwise Anderson–Darling tests, Bonferroni-corrected, all adjusted *p* = 1; Wasserstein distances show small differences. Half-eye plots show cell area distributions. Boxes indicate the interquartile range and median; points represent individual values; cloud width reflects data density. *n* = 3, 6 and 7 for *hws-3*, *hws-1* and WT, respectively).

### 3.3 Vascular development timing and phloem expansion rates shift in *hws-1*

To investigate the kinetics of phloem development, we measured vascular tissue area over a 40-day period beginning at anthesis. Because the *hws-3* mutant produces very few seeds, we focused our analysis on the *hws-1* allele, which is more amenable to experimental investigation.

Pedicels were sectioned and stained with toluidine blue following the same methodology as in our earlier experiment for manual tissue delineation. Plotting cross-sectional areas of the whole pedicel, phloem and xylem over time revealed that growth in each followed three distinct phases across all genotypes (**Figure 4**).

**Figure 4:**
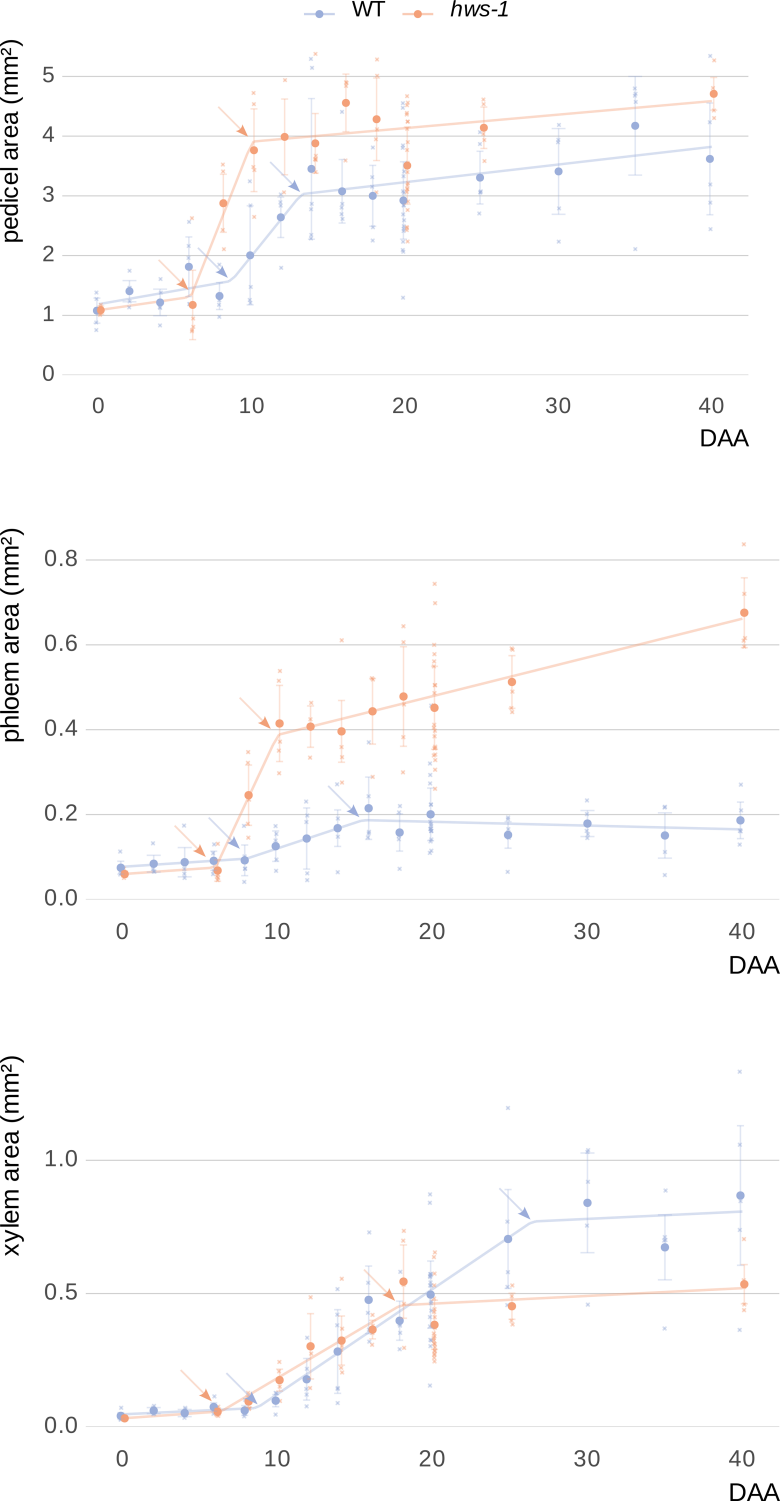
Kinetic analysis of vascular tissue expansion during pedicel development in WT and *hws-1*.

During the early phase, both phloem and xylem showed minimal expansion, likely progressing at rates comparable to those of parenchymatic tissues. In *hws-1*, this early phase ended around the 6-DAA mark, approximately two days earlier than in the WT line. This was followed by a period of rapid expansion, during which phloem area increased significantly faster in the mutant, at an approximate rate of 0.08mm²d⁻¹. This rate was more than six times higher than in the WT; however the duration of the phloem rapid phase, only about four days in the mutant, was significantly shorter than in the WT, where it lasted nearly eight days (**Table 1**). In the late phase, WT phloem ceased growing entirely, whereas *hws-1* phloem continued to expand at a slow but sustained rate.

**Table 1:** Comparison of phloem and xylem expansion rates and phase durations (days) during pedicel development.

Tissue	Line	Early phase	Rapid phase	Late phase
phloem	WT	0.002 (8 d)	0.012 (7.5 d)	-0.001
	*hws-1*	0.003 (6 d)	0.078 (4 d)	0.009
xylem	WT	0.003 (8.7 d)	0.039 (17.7 d)	0.003
	*hws-1*	0.004 (6.4 d)	0.034 (11.5 d)	0.003

Expansion rates (in mm²d⁻¹) correspond to slopes from correlation curves in **Figure 4**. Values highlight a markedly faster phloem development as well as a shortened rapid phase in the mutant.

In contrast to the substantial differences in phloem expansion kinetics, xylem growth rates were nearly identical between lines for each of the three phases (**Table 1**). However, the duration of the xylem rapid phase was considerably shorter in *hws-1*, lasting less than twelve days, that is approximately six days shorter than in the WT line.

Pedicels were analyzed over forty days post-anthesis, revealing three distinct growth phases: an early phase with minimal expansion, a rapid expansion phase, and a late phase. Phloem expanded significantly faster in the mutant. While xylem growth rates were similar between WT and mutant, the duration of both phloem and xylem rapid phases were shorter in *hws-1*, indicating altered vascular developmental timing. Each dot represents the average of at least five sections from pedicels of at least three different plants (91 and 71 pedicels in total for WT and *hws-1*, respectively). Arrows indicate breakpoints between different growth phases. Bars show median absolute deviations.

### 3.4 Stem radial growth is affected by the *hws* mutation

Previously, two-month-old *hws-1* plants were reported to exhibit a stem diameter approximately 1mm larger than that of WT controls (Damayanti et al., 2019); however, the vascular phenotype associated with this increase had not been characterized. To assess whether the large-phloem phenotype observed in pedicels also occurs in the stem, we conducted histological analysis of stem cross-sections using light microscopy.

To ensure that radial growth was complete and tissues were fully developed, we analyzed tissue areas in three-month-old plants. Consistent with our findings in pedicels, *hws-1* mutant stems showed a 3.5-fold increase in phloem cross-sectional area compared to WT controls (**Figure 5**). Tissue differences were assessed using the same non-parametric approach as for pedicels. Phloem area differed significantly among genotypes after Holm-corrected Wilcoxon tests (*p* = 5.7 × 10^−6^). The total area of tissues other than xylem and phloem also differed significantly (*p* = 0.0290). *hws-1* stems further showed a trend toward reduced xylem and increased parenchymatic tissue, although the xylem difference was not significant (*p* = 0.622).

**Figure 5:**
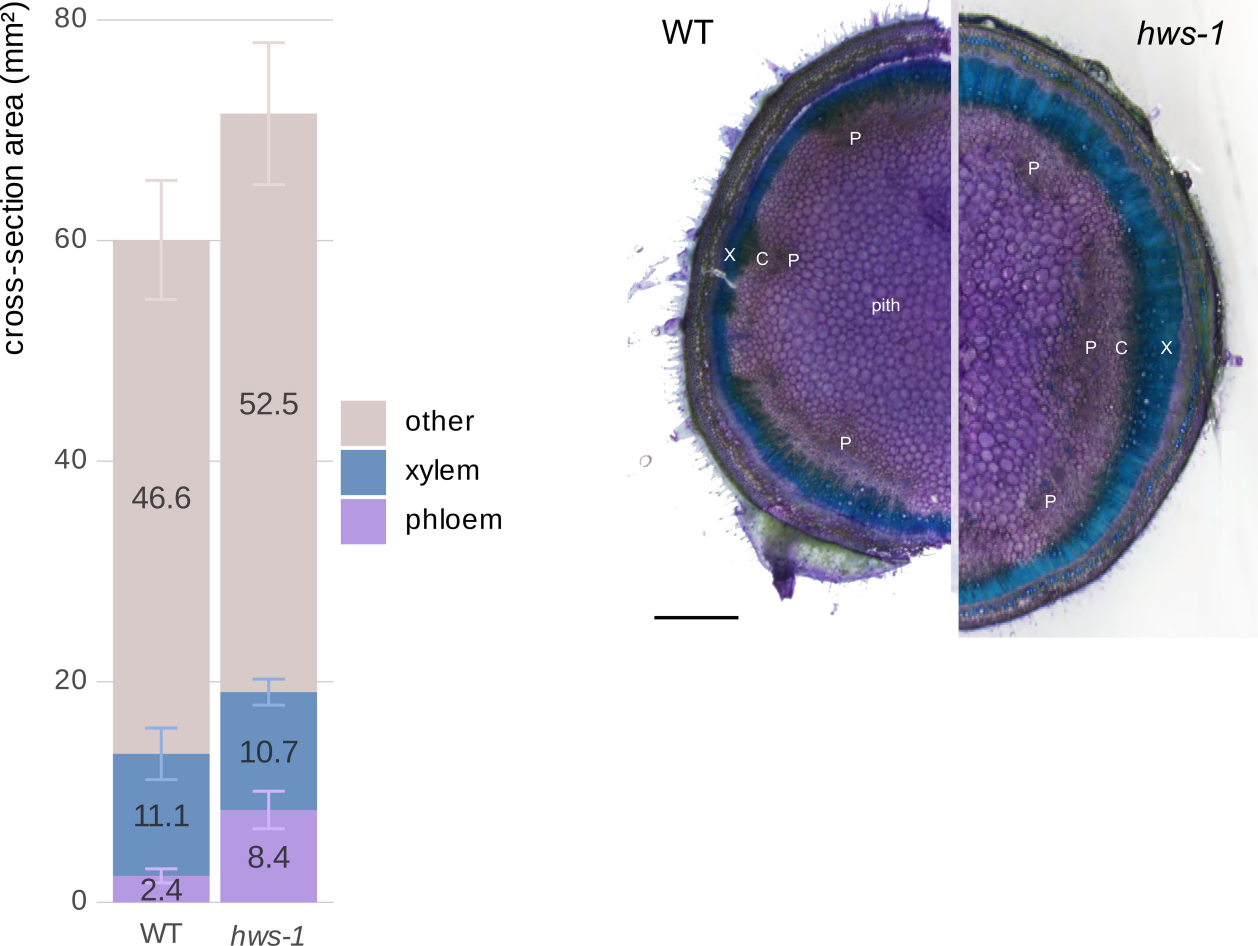
Comparison of phloem and xylem cross-sectional areas in three-month-old WT and *hws-1* stems.

These findings demonstrate that the influence of the *hws* mutation is not restricted to pedicel vascular tissue but extends to the stem, indicating a consistent effect on vascular development during radial growth.

Left: The *hws-1* mutation causes a 3.5-fold increase in phloem area compared to WT, accompanied by reduced xylem area and expanded parenchymatic tissues. This pattern mirrors the vascular phenotype observed in pedicels. Phloem differed significantly between genotypes (*p* < 0.001), as other tissues (*p* < 0.05), while xylem did not (*p* = 0.622). Area mean values are indicated on each corresponding bar. Error bars show mean average deviations. *n* = 11 and *n* = 10 for WT and *hws-1*, respectively. Right: Cross-section showing larger phloem (P) in *hws-1*. X: xylem, C: cambium. Scale bar represents 1 mm.

### 3.5 Identification of accumulated miRNA species in *hws* pedicels

Our central hypothesis posits that the miRNA accumulation in *hws* mutants leads to the repression of key genes involved in vascular tissue regulation. To identify these genes, we extracted total RNA from 10-DAA pedicels, which are expected to be the rapid expansion phase, from WT and *hws-1* plants and sequenced small RNAs.

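Small RNA libraries of 3 WT and 3 *hws-1* samples were analysed, each made from bulked distal pedicel segments. For each library, the authors deposited a list of miRNA designations with 1 value per designation, which the paper calls TPM. A designation gives the miRNA family, a letter for the locus, the evidence (mostly Known or Probable), the arm (5p or 3p) and whether the arm is the mature or the star strand. Of the 413 loci listed over the 6 libraries, 10 are neither Known nor Probable. The lists hold no read sequences and no read counts. The values are scaled to 1000000 reads of the library and are not divided by length, since some rows of 21 and of 22 nt are whole multiples of the same step. In WT replicate 1, miR164b-3p (21 nt) was 16 times and miR5300-3p (22 nt) 20 times this step. Other rows, such as miR164b-5p, are not whole multiples of it. This step is what 1 read is worth, and it corresponds to 313526, 257798 and 279892 reads in WT replicates 1, 2 and 3 and to 180179, 157233 and 114212 reads in *hws-1* replicates 1, 2 and 3. The depth per sample that the paper states equals the 1000000 reads to which TPM is scaled, whereas the values use the smaller numbers. The paper's text does not name which reads enter the scaling, so these numbers need not be the numbers of reads sequenced. By these numbers, every *hws-1* library was shallower than every WT library, so depth and line cannot be separated in this design. The listed miRNAs took between 13.7% and 22.1% of the reads of a library. Between 136 and 176 rows were listed in a WT library and between 112 and 132 in a *hws-1* library. Rows were joined across libraries by their full designation, as in Table 2, which left 60 of the 266 designations present in all 6 libraries. Of these, the 58 with a value above 0 in any library were compared by limma on log2(TPM + 1) with Benjamini-Hochberg adjustment, so that a log2 fold change is on that scale and understates the change of low rows. In 88 of the 88 listings of a family with several loci, the letters followed the order of the list without a gap.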

Raw sequencing data were analyzed using the sRNAminer pipeline (Li et al., 2024), and revealed nine miRNAs with an enrichment of more than 1.5-fold compared to the WT controls. 

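By designation, 9 miRNAs with a WT mean above 0 had a mean TPM in *hws-1* of at least 1.5 times that in WT. These are 8 of the miRNAs of Table 2 and miR171a-5p, whose values are the same as those of miR171b-5p in every library. The other miRNA of Table 2, miR6027-3p, had a ratio of 1.497, which rounds to the threshold. Conversely, 4 miRNAs had a ratio of 1/1.5 or less, among them miR319b-5p, which was at 0 in *hws-1*. miR319a-5p and miR319c-5p, at 0 in WT, have no ratio and are in neither count. With absent designations set to 0, the alternative that moved these counts most, 32 miRNAs were above and 110 below. The 28 at 0 in WT have no ratio and are in neither count, while those at 0 in *hws-1* are among the 110. The 2 counts are therefore not a balance of rises and falls. In the limma test, 4 of the 58 miRNAs had an adjusted p-value under 0.05, of which 2 were higher and 2 lower in *hws-1*, and with the replicate number as a block there were 8. The 4 are miR319b-3p, miR319c-3p, miR319a-3p and miR393-5p, and for the first 3 of them the same name stands at different places of the lists in the 2 lines. The call of miR319c-3p (log2 fold change 1.29, adjusted p = 0.032 from limma) was lost in 5 of the 6 fits that each left out one library (adjusted p from 0.065 to 0.12) and kept without *hws-1* replicate 1 (0.0094). It was also lost with median centring (0.065) and with absent designations set to 0 (0.58), and its adjusted p ranged from 0.0067 to 0.58 across the alternatives. Of the 9 miRNAs of Table 2, 2 passed over all miRNAs tested and 5 when adjusted over the list alone, which is not independent evidence because the list was chosen on these samples. miR393-5p, a star strand, was lower, at 41.5 ± 3.7 TPM (SD, n = 3) in WT and 12.2 ± 2.3 TPM (SD, n = 3) in *hws-1*. Its log2 fold change was -1.70 (standard error 0.33, adjusted p = 0.0045 from limma), and it rested on at most 2.5 reads in a *hws-1* library. The mature strand of the same locus, miR393-3p, was not lower, at a mean of 965.4 TPM in WT and 1148 TPM in *hws-1* (ratio 1.19, adjusted p = 0.93 from limma). The median log2 ratio over the 55 miRNAs above 0 in both lines was 0.11, which is smaller than the spread of 0.28 (SD) between libraries of a line (two-sided exact permutation test over the 20 assignments, p = 0.60). Outside Table 2, the name miR482d-5p was lower in *hws-1* without overlap (log2 fold change -1.92, adjusted p = 0.056 from limma). However, *hws-1* replicates 1 and 3 list 4 miR482 loci and the other libraries 5, so this name need not stand for the same locus. In *hws-1* replicate 2, with 5 loci, miR482d-5p had 70.0 TPM, against 75.0 to 112.5 TPM in WT. In *hws-1* replicates 1 and 3 it had 11.1 and 17.5 TPM. miR8033-5p was also lower without overlap (log2 fold change -0.58, adjusted p = 0.55 from limma). The median log2 ratio changed to -0.11 when each library was rescaled to the same sum of listed rows.

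**Figure D1:**
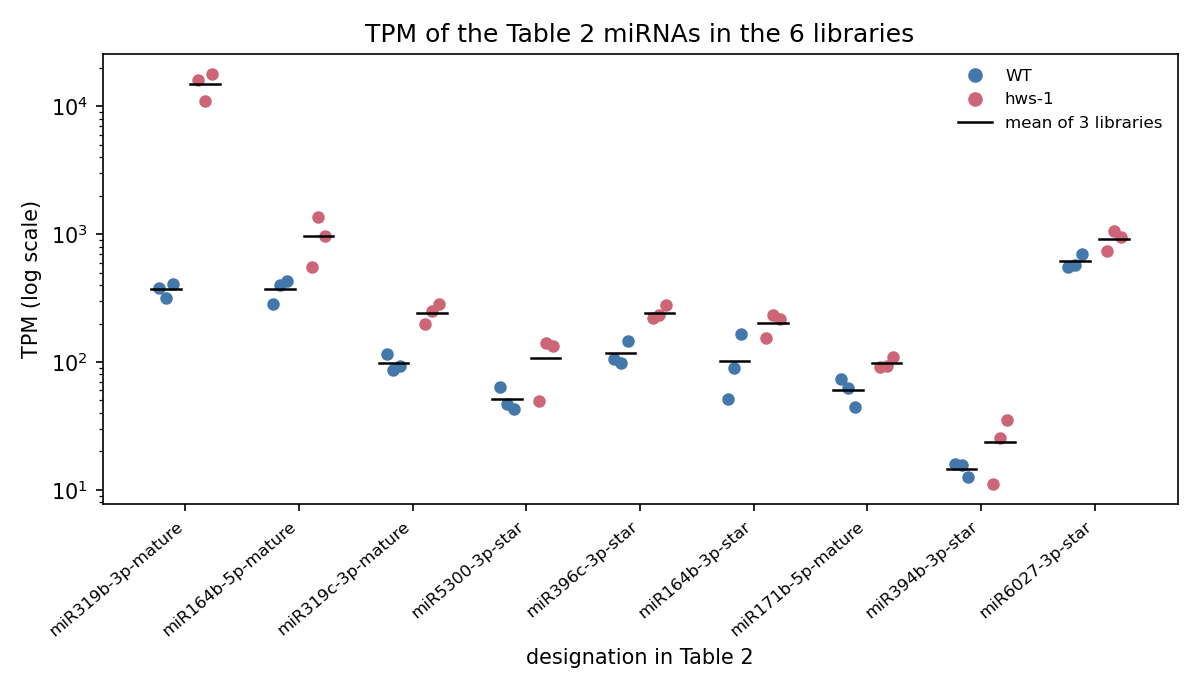
TPM of the miRNAs of Table 2, on a log scale, in the 3 WT and 3 *hws-1* libraries, with points for libraries and lines for means. The *hws-1* points of miR5300-3p, miR164b-3p and miR394b-3p overlap the WT points.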

Notably, miR319b showed a very large increase (about 40-fold, *p* = 0.02), while miR164b showed a 2.6-fold increase (*p* = 0.12) (**Table 2**). Both miRNAs have been previously reported to be enriched in Arabidopsis *hws* mutants (Lang et al., 2018; Mei et al., 2019), with miR164 specifically linked to the altered leaf and floral phenotypes (González-Carranza et al., 2017). 

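The row miR319b-3p, printed in Table 2 as TTGGACTGAAGGGAGCTCCT, had 369.7 ± 46.5 TPM (SD, n = 3) in WT and 14943 ± 3489 TPM (SD, n = 3) in *hws-1*. The ratio of the means was 40.4, and the log2 fold change was 5.31 (standard error 0.34, adjusted p = 1.8e-07 from limma). The row miR319a-3p moved the other way, from 11406 ± 2692 TPM (SD, n = 3) to 998.8 ± 254.8 TPM (SD, n = 3), a log2 fold change of -3.51 (adjusted p = 1.4e-05 from limma). The places of these rows in the lists differ between the lines. The row that directly follows miR159 is named miR319a in 3 of 3 WT libraries and miR319b in 3 of 3 *hws-1* libraries. Between rows of this same place, the ratio of *hws-1* to WT was 1.31, and the difference did not pass the test (log2 fold change 0.39, standard error 0.33, adjusted p = 0.78 from limma over the 81 rows matched by their order, a setting chosen after the values were seen). All 3 *hws-1* libraries list a further miR319 row earlier in the list, directly after miR166d, which takes the letter a there. The row miR319c-3p, printed as TTGGACTGAAGGGAGCTCCCT, had a ratio of 2.47 by designation. The *hws-1* row of that name follows miR319b, and the WT row in its place, named miR319b, was higher, which gives a ratio of 0.66. miR164b-5p, printed as TGGAGAAGCAGGGCACGTGCA, keeps its place and letter in all 6 libraries. It had 372.2 ± 77.0 TPM (SD, n = 3) in WT and 960.7 ± 403.4 TPM (SD, n = 3) in *hws-1*, a ratio of 2.58. Every *hws-1* library was above every WT library (two-sided exact permutation test, p = 0.10, the smallest that 3 against 3 libraries allow). Its log2 fold change of 1.29 (standard error 0.40) had an adjusted p of 0.064 from limma, and of 0.029 with the replicate number as a block. The block fit gave all miRNAs the same standard error, 0.44, so its p-value does not use the spread of this miRNA. Across the 6 fits that each left out one library, the adjusted p ranged from 0.0094 to 0.25 from limma, and 1 fit passed, without *hws-1* replicate 1, while the log2 fold change fell to 1.00 without *hws-1* replicate 2. Its reads could be shared with miR164a-5p, which had a ratio of 2.64, and the 5p rows of both loci together had a ratio of 2.61. From the strong accumulation in the mutant of miRNAs such as miR319 and miR164, the paper proposes that they have a regulatory role in radial growth.

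**Figure D2:**
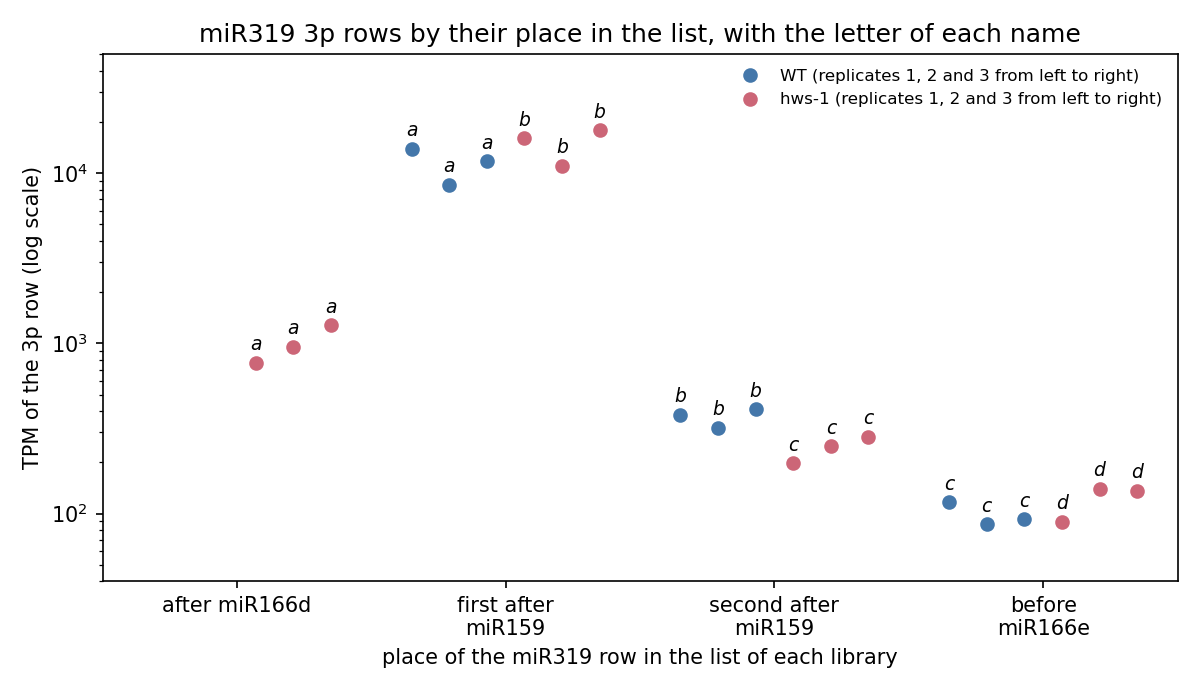
TPM of the 3p rows named miR319, on a log scale, by their place in the list of each library, with the letter of the name above each point. The row that directly follows miR159 lies between 8556 and 13905 TPM in WT under the letter a, and between 11052 and 17793 TPM in *hws-1* under the letter b.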

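The spread between libraries was larger for some miRNAs of Table 2 than for others. The coefficient of variation in *hws-1* was 42.0% for miR164b-5p, 46.6% for miR5300-3p and 50.5% for miR394b-3p, and in WT it was 56.8% for miR164b-3p. For miR5300-3p, miR164b-3p and miR394b-3p, only 2 of the 3 *hws-1* libraries were above the highest WT library, and the two-sided exact permutation tests gave p = 0.20, 0.20 and 0.40. miR394b-3p rested on between 2 and 5 reads per library. For the other 6 miRNAs of Table 2, every *hws-1* library was above every WT library by designation, for which 3 against 3 libraries cannot give an exact permutation p below 0.10. Across the 58 designations compared, the libraries of the 2 lines did not overlap for 11, or 19.0%, where chance gives 10%. Without the rows named miR319 and with identical rows counted once, it was 7 of 49, or 14.3%, and among families with the same number of loci in every library, counted in the same way, 5 of 43, or 11.6%. Of the 58 designations, 16 are miR166 rows, many of nearly the same values, in which the lines overlapped. These shares therefore count rows that are not independent.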

Some comparisons did not reach statistical significance, which we attribute to variability in pedicel size even at the fixed time point of 10 DAA, as previously observed (Lombardo et al., 2021a), and to the use of whole pedicel sections for RNA extraction, both of which increase variance across samples. Nevertheless, we believe that the consistent fold-change patterns support the same biological interpretation.

**Table 2:** Accumulated miRNAs in pedicels of WT and *hws-1*.

			TPM		
miRNA designation	Sequence	Length	WT	*hws-1*	Fold change
miR319b-Probable-3p-mature	TTGGACTGAAGGGAGCTCCT	20	369.7 (33.9)	14943.5 (2594.2)	40.4 (0.02)
miR164b-Known-5p-mature	TGGAGAAGCAGGGCACGTGCA	21	372.2 (57.6)	960.7 (273.3)	2.6 (0.12)
miR319c-Probable-3p-mature	TTGGACTGAAGGGAGCTCCCT	21	98.6 (11.9)	243.3 (30.3)	2.5 (0.02)
miR5300-Known-3p-star	TGGTATGCTTTGATTGGGAAAG	22	51.1 (8.5)	108.0 (38.7)	2.1 (0.18)
miR396c-Known-3p-star	GTTCAAGAAAGTTGTGGGAAA	21	116.7 (19.9)	243.1 (23.4)	2.1 (0.01)
miR164b-Known-3p-star	CATGTGCCTGTTTTCCCCATC	21	101.5 (41.9)	203.2 (31.9)	2 (0.08)
miR171b-Known-5p-mature	TATTGGCCTGGTTCACTCAGA	21	60.0 (10.2)	97.7 (7.8)	1.6 (0.03)
miR394b-Known-3p-star	AGGTGGGCATACTGTCAACAG	21	14.7 (1.4)	23.9 (8.5)	1.6 (0.32)
miR6027-Known-3p-star	TGAATCCTTCGGCTATCCATA	21	612.9 (59.4)	917.4 (119.5)	1.5 (0.07)

Transcripts per million (TPM) values represent averages of three samples. Mean absolute deviations and Welch’s *t*-test *p*-values are indicated in parentheses for TPM and fold change values, respectively. 

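Of the 91 loci listed as Probable over the 6 libraries, 79 had a star strand listed at 0, against 1 of the 312 loci listed as Known. The evidence word of a locus can differ between libraries, and the full designation then differs as well. When only the name and the arm were compared, 88 of 196 names were present in all 6 libraries.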

“Probable” miRNAs are miRNAs predicted based on computational criteria and evidence from sequencing data but lack experimental validation.

Left: one-month-old plants showing increasing leaf deformations across lines. Bars indicate 1cm. Right: positions of the mutations in *hws-1* and *hws-3*; modified from Damayanti et al., 2019.

Putative and demonstrated tomato gene orthologs of major *A. thaliana* genes associated with cambium size or differentiation are listed.

## 4 Discussion

In this study, we demonstrated that the strong phloem enlargement in tomato *hws* mutants results from an increase in cell division of phloem progenitor cells. The severe *hws-3* allele showed an even greater phloem expansion than *hws-1*, correlating the effect on phloem tissue with the loss of function of *HWS*. We also showed that the timing of vascular tissue development is altered in *hws-1*, further suggesting a role for miRNAs in coordinating this process. 

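Summed over all rows of a family, miR319 had 12157 ± 2774 TPM (SD, n = 3) in WT and 16551 ± 3614 TPM (SD, n = 3) in *hws-1*. The ratio was 1.36, the libraries of the lines overlapped, and the difference did not pass the test over 21 families (log2 fold change 0.45, adjusted p = 0.54 from limma). This fit did not pair samples by replicate number. Between samples of the same number, the sum was higher in *hws-1* each time (17350 against 14807, 12605 against 9273 and 19699 against 12390 TPM). A rise of the family is therefore not excluded. The sum of miR164 was 837.7 ± 208.3 TPM (SD, n = 3) in WT and 2099 ± 837 TPM (SD, n = 3) in *hws-1*, with a log2 fold change of 1.27 (adjusted p = 0.0024 from limma), and it was higher in 3 of 3 *hws-1* libraries than in every WT library. The fit of family sums gave all 21 families the same standard error, 0.33. Its p-values therefore do not use the spread of each family's own libraries. With each library centred on its median, the difference between the lines was 0.06 on the log2 scale for miR319 and 0.89 for miR164. This centring shifts every family sum by -0.38 and took the median log2 ratio of single miRNAs from 0.11 to -0.29, so it may lower *hws-1* too far.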

Finally, we identified specific miRNAs, such as miR319 and miR164, that accumulate strongly in the mutant, suggesting a regulatory role for these miRNAs in radial growth.

In a previous study, we reported that the *hws-1* mutant developed a markedly enlarged phloem, which had implications for sugar transport and yield (Lombardo et al., 2021a). There are two key areas of interest in controlling phloem development: first, from an agricultural perspective, plants with larger phloem are expected to exhibit improved yields due to increased bulk flow and more efficient phloem unloading (Patrick, 2013). This hypothesis is supported by a study in tomato demonstrating that suppression of *JULGI (JUL)*, a negative regulator of phloem development, results in significantly higher fruit yield (Nam et al., 2022). Secondly, generating plants with varying degrees of phloem enlargement would provide experimental material to investigate the physical mechanisms underlying phloem function. Such material is scarce, and our current understanding of phloem function remains largely theoretical due to limited empirical evidence (Konrad and Roth-Nebelsick, 2023).

The HWS protein belongs to the F-box family, whose members are known to ubiquitinate target proteins for subsequent degradation by the 26S proteasome. Phenotypes of *hws* mutants are consequently expected to result from the accumulation of one or several proteins involved in miRNA biosynthesis. However, the actual targets of HWS have long remained elusive. A recent preprint study reported the identification of subunits of the nuclear pore-located MEDIATOR complex as targets of HWS, directly linking miRNA accumulation in *hws* mutants to enhanced co-transcriptional processing of miRNAs (Gonzalo et al., 2024). This is consistent with studies in Arabidopsis showing a negative correlation between miRNA levels and HWS activity (Lang et al., 2018; Mei et al., 2019).

In this study, we show that the severe *hws-3* allele, believed to represent a complete *HWS* loss of function, exhibits a phloem about twice as large as that of *hws-1*. Given the strong functional conservation of *HWS* across species (Lombardo et al., 2021b), we anticipate that manipulating the *HWS* gene would influence miRNA levels and enable the generation of plants with larger phloem tissues and associated improved agricultural yields.

In our earlier work, under the assumption that tomato cambial cells are bifacial, we questioned whether the increase in phloem area resulted from an imbalance in the fate decision mechanism favoring the phloem fate in the mutant (Lombardo et al., 2021a). Here, we observed a comparable reduction in xylem area between both weak and severe *hws* alleles, indicating that the phloem does not develop at the expense of the xylem. Our microscopy analysis of pedicels confirmed that the increase in phloem size was not the result of enlarged cells but the consequence of a higher rate of cell division during a rapid expansion phase. To the best of our knowledge, this phenotype is unique among vascular mutants described in the literature. Although the tomato *Sljul* mutant produces an enlarged phloem evocative of the phenotype of *hws-1*, the diameter of *jul* peduncles is similar to that of WT controls, indicating that the phloem enlargement occurs at the expense of surrounding tissues. The *jul* mutation de-represses the *SlSMXL5* gene, which in turn promotes phloem differentiation. The *hws* mutation, in contrast, promotes the division of phloem progenitor cells by yet unclear mechanisms. The identity of the vascular cells whose division is promoted by loss of *HWS* function remains unclear. In *hws* mutants, we did not observe a marked increase in the area of the central cambial region or enhanced xylem expansion. Previous work has shown that mutations in *HWS* can rescue the short-root phenotype of the Arabidopsis *shortroot* mutant by promoting TA cell division (Kim et al., 2016). However, the concept of TA cells, well defined in apical meristems, is challenging to apply to the cambium due to the limited number of cells and absence of positional markers for their identification (Wybouw et al., 2024). Reporter gene fusion experiments indicate that *HWS* is expressed in the phloem-pole pericycle (Kim et al., 2016), suggesting that *hws* mutations may influence cells outside the central cambium. In the model proposed by Gonzalo et al., 2024, impairment of *HWS* function leads to both increased miRNA abundance and enhanced cell-to-cell mobility of miRNAs. Except for members of the HD-ZIP III family, none of the genes known to regulate cambium stem cell activity have been reported as miRNA targets (**Supplementary Table S2**). HD-ZIP III genes are targeted by miR165/166, which we did not detect as being accumulated. These observations suggest that unidentified miRNA-targeted genes may contribute to the regulation of the cambium. 

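No row of the 6 lists is named miR165. miR166 was listed with 10 loci in every library, and its rows summed to 38945 ± 6947 TPM (SD, n = 3) in WT and 38413 ± 9044 TPM (SD, n = 3) in *hws-1*. The difference of -0.03 on the log2 scale is smaller than the spread between libraries of a line, 0.32 (SD, two-sided exact permutation test, p = 0.90). When each library was centred on its median, which shifts every family sum by -0.38 on the log2 scale, it was -0.42. Over the 20 miR166 rows matched by their order, the ratios ranged from 0.74 to 1.43, and no row had an adjusted p-value under 0.05 (smallest 0.77 from limma).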

If HWS acts on the phloem-developing side of the cambium, one possibility is that expanded miRNA activity promotes proliferation of additional TA-like cells. Alternatively, central stem cells might divide more actively in the mutants. Taken together with the findings of Kim et al. (2016), our observations are consistent with the existence of TA-like cells in the cambium that contribute to cell division. However, they cannot be taken as direct evidence for the existence of such cells. In our kinetic analyses, the reduced xylem size observed in *hws-1* pedicels was attributable to a shortened expansion phase rather than alterations in division rates. The absence of *HWS* expression on the xylem side, as reported by Kim et al., 2016, is consistent with the lack of division rate changes in xylem-side cells.

We also observed a sharp transition between the early and expansion phases of pedicel growth, suggesting the involvement of a discrete signal that triggers radial expansion. Pedicel growth is tightly linked to fruit development. In the absence of fertilization, pedicel growth fails to initiate, and vascular radial growth does not occur in either wild-type or *hws* mutants (data not shown). In our kinetics experiments, the rapid growth phase initiated approximately two days earlier in *hws* mutants, corresponding to previously reported shifts in ovary development (Damayanti et al., 2019). This suggests that precocious hormonal signals associated with early fruit development in *hws* mutants may underlie the observed shift in growth kinetics. It remains unclear whether a similar shift occurs in central stems. Regardless of these differences, the phloem enlargement ratio in fully developed stems and pedicels of *hws-1* remains nearly identical. Future studies should investigate the relationship between hormonal cues and miRNA production in vascular cells. Such analyses will likely require single-cell miRNA isolation to achieve sufficient resolution.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE299885.

# Supplementary material for: miRNA accumulation correlates with increased phloem cell proliferation in tomato hawaiian skirt mutants
**Source:** Front Plant Sci. 2025 Sep 16;16:1649913. doi: 10.3389/fpls.2025.1649913
**Supplement:** Supplementary Table 1 — Cross-sectional outer phloem areas in 20-DAA pedicels of WT, hws-1 and hws-3. Areas were not significantly different from a Kruskal-Wallis test, p = 0.94. Sample size: n = 19, 16 and 5 for WT, hws-1 and hws-3, respectively.

Table S1: Cross-sectional outer phloem areas in 20-DAA pedicels of WT, *hws-1* and *hws-3*. Areas were not significantly different from a Kruskal-Wallis test,  $p = 0.94$ . Sample size:  $n = 19$ , 16 and 5 for WT, *hws-1* and *hws-3*, respectively.

| <b>line</b>  | <b>mean area (mm<sup>2</sup>)</b> | <b>SD</b> |
|--------------|-----------------------------------|-----------|
| WT           | 0.13                              | 0.04      |
| <i>hws-1</i> | 0.12                              | 0.03      |
| <i>hws-3</i> | 0.13                              | 0.02      |

# Supplementary material for: miRNA accumulation correlates with increased phloem cell proliferation in tomato hawaiian skirt mutants
**Source:** Front Plant Sci. 2025 Sep 16;16:1649913. doi: 10.3389/fpls.2025.1649913
**Supplement:** Supplementary Table 2 — Key regulatory genes of cambium development.

Table S2: Key regulatory genes of cambium development.

Putative and demonstrated tomato gene orthologs of major *A. thaliana* genes associated with cambium size or differentiation are listed.

| family                        | locus                         | <i>At</i> ortholog  | orthology inferred from                    |
|-------------------------------|-------------------------------|---------------------|--------------------------------------------|
| CLE peptides                  | <i>Solyc12g017370</i>         | <i>APL</i>          | (Khedia et al., 2025)                      |
|                               | <i>Solyc08g067180</i>         | <i>JULGI</i>        | (Cho et al., 2018; Nam et al., 2022)       |
|                               | <i>Solyc07g018070</i>         | <i>SMXL5</i>        | (Cho et al., 2018)                         |
|                               | <i>Solyc11g066120 (CLE14)</i> | <i>CLE41/44</i>     | (Zhang et al., 2014)                       |
|                               | <i>Solyc05g053630 (CLE8)</i>  | <i>CLE42</i>        |                                            |
|                               | <i>Solyc09g061410 (CLE12)</i> |                     |                                            |
|                               | <i>Solyc09g091810 (CLE13)</i> |                     |                                            |
| <i>Solyc05g053640 (CLE33)</i> |                               |                     |                                            |
| phloem-DOFs<br>(PEARs)        | <i>Solyc02g090310 (Dof10)</i> | <i>DOF1.1/OBP2</i>  | (Cai et al., 2013)                         |
|                               | <i>Solyc11g066050 (Dof32)</i> | <i>DOF2.2</i>       |                                            |
|                               | <i>Solyc00g024680 (Dof34)</i> | <i>DOF2.4/PEAR1</i> |                                            |
|                               | <i>Solyc08g008500 (Dof26)</i> | <i>DOF3.2/DOF6</i>  |                                            |
|                               | <i>Solyc09g010680 (Dof28)</i> | <i>DOF5.1/PEAR2</i> |                                            |
|                               | <i>Solyc06g075370 (Dof24)</i> | <i>DOF5.3/TMO6</i>  |                                            |
|                               | <i>Solyc06g071480 (Dof23)</i> | <i>DOF5.6</i>       |                                            |
|                               | <i>Solyc04g077490</i>         | <i>ANT</i>          | (Ruiiu et al., 2015)                       |
|                               | <i>Solyc04g078650</i>         | <i>WOX4</i>         | (Thomas et al., 2022)                      |
|                               | <i>Solyc05g051640</i>         | <i>PXY</i>          | (Khedia et al., 2025; Thomas et al., 2022) |
|                               | <i>Solyc03g093330</i>         |                     |                                            |
|                               | <i>Solyc04g081240</i>         | <i>ARF5/MP</i>      | (Zouine et al., 2014)                      |
|                               | <i>Solyc08g066500</i>         | <i>HB8</i>          | (Hu et al., 2014)                          |
|                               | <i>Solyc03g012910</i>         | <i>HB15</i>         |                                            |
|                               | <i>Solyc02g024070</i>         | <i>PHB</i>          |                                            |
|                               | <i>Solyc08g066500</i>         | <i>PHV</i>          |                                            |
|                               | <i>Solyc11g069460</i>         | <i>REV</i>          |                                            |

## References

- Cai, X., Zhang, Y., Zhang, C., Zhang, T., Hu, T., Ye, J., Zhang, J., Wang, T., Li, H., and Ye, Z., 2013. Genome-wide Analysis of Plant-specific Dof Transcription Factor Family in Tomato. *Journal of integrative plant biology* [Online], 55(6), pp.552–566. Available from: <https://doi.org/10.1111/jipb.12043> [Accessed May 18, 2025].
- Cho, H., Cho, H.S., Nam, H., Jo, H., Yoon, J., Park, C., Dang, T.V.T., Kim, E., Jeong, J., Park, S., Wallner, E.-S., Youn, H., Park, J., Jeon, J., Ryu, H., Greb, T., Choi, K., Lee, Y., Jang, S.K., Ban, C., and Hwang, I., 2018. Translational control of phloem development by RNA G-quadruplex–JULGI determines plant sink strength. *Nature plants* [Online], 4(6), pp.376–390. Available from: <https://doi.org/10.1038/s41477-018-0157-2> [Accessed December 5, 2023].
- Hu, G., Fan, J., Xian, Z., Huang, W., Lin, D., and Li, Z., 2014. Overexpression of SIREV alters the development of the flower pedicel abscission zone and fruit formation in tomato. *Plant science*

- 12 [Online], 229, pp.86–95. Available from: [https://doi.org/10.1016/j.plantsci.2014.08.](https://doi.org/10.1016/j.plantsci.2014.08.010)  
 13 010 [Accessed May 17, 2025].
- 14 Khedia, J., Vishwakarma, A.P., Galsurker, O., Corem, S., Gupta, S.K., and Arazi, T., 2025. Tomato  
 15 HAIRY MERISTEM4, expressed in the phloem, is required for proper shoot and fruit devel-  
 16 opment. *Horticulture research* [Online], 12(3), uhae325. Available from: [https://doi.org/10.](https://doi.org/10.1093/hr/uhae325)  
 17 1093/hr/uhae325 [Accessed April 23, 2025].
- 18 Nam, H., Gupta, A., Nam, H., Lee, S., Cho, H.S., Park, C., Park, S., Park, S.J., and Hwang, I.,  
 19 2022. JULGI-mediated increment in phloem transport capacity relates to fruit yield in tomato.  
 20 *Plant biotechnology journal* [Online], 20(8), pp.1533–1545. Available from: [https://doi.org/](https://doi.org/10.1111/pbi.13831)  
 21 10.1111/pbi.13831 [Accessed September 15, 2022].
- 22 Ruiiu, F., Picarella, M.E., Imanishi, S., and Mazzucato, A., 2015. A transcriptomic approach to  
 23 identify regulatory genes involved in fruit set of wild-type and parthenocarpic tomato genotypes.  
 24 *Plant molecular biology* [Online], 89(3), pp.263–278. Available from: [https://doi.org/10.](https://doi.org/10.1007/s11103-015-0367-1)  
 25 1007/s11103-015-0367-1 [Accessed May 14, 2025].
- 26 Thomas, H., Van den Broeck, L., Spurney, R., Sozzani, R., and Frank, M., 2022. Gene regulatory  
 27 networks for compatible versus incompatible grafts identify a role for SIWOX4 during junction  
 28 formation. *The plant cell* [Online], 34(1), pp.535–556. Available from: [https://doi.org/10.](https://doi.org/10.1093/plcell/koab246)  
 29 1093/plcell/koab246 [Accessed August 23, 2022].
- 30 Zhang, Y., Yang, S., Song, Y., and Wang, J., 2014. Genome-wide characterization, expression and  
 31 functional analysis of CLV3/ESR gene family in tomato. *Bmc genomics* [Online], 15(1), p.827.  
 32 Available from: <https://doi.org/10.1186/1471-2164-15-827> [Accessed December 14, 2023].
- 33 Zouine, M., Fu, Y., Chateigner-Boutin, A.-L., Mila, I., Frasse, P., Wang, H., Audran, C., Roustan,  
 34 J.-P., and Bouzayen, M., 2014. Characterization of the Tomato ARF Gene Family Uncovers a  
 35 Multi-Levels Post-Transcriptional Regulation Including Alternative Splicing. Ed. by S. Maas.  
 36 *Plos one* [Online], 9(1), e84203. PMID: 24427281. Available from: [https://doi.org/10.1371/](https://doi.org/10.1371/journal.pone.0084203)  
 37 journal.pone.0084203.

# Supplementary material for: miRNA accumulation correlates with increased phloem cell proliferation in tomato hawaiian skirt mutants
**Source:** Front Plant Sci. 2025 Sep 16;16:1649913. doi: 10.3389/fpls.2025.1649913
**Supplement:** Supplementary Figure 1 — Comparison of phenotype severity between hws-1 and hws-3.

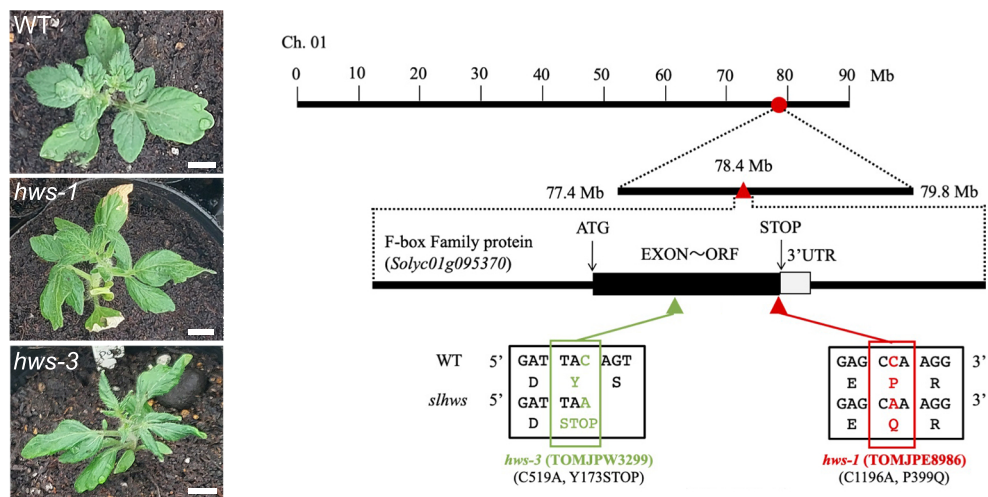

Figure S1: Comparison of phenotype severity between *hws-1* and *hws-3*.  
Left: one-month-old plants showing increasing leaf deformations across lines. Bars indicate 1 cm. Right: positions of the mutations in *hws-1* and *hws-3*; modified from Damayanti2019.

How the deposited data were processed for this re-analysis (not part of the article)

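Small RNA from distal pedicel segments 10 days after anthesis was sequenced by the authors from 3 WT and 3 *hws-1* samples, and samples were assigned to lines and replicates from the labels and the paper. The authors processed each library alone with the One Step pipeline of sRNAminer at its default settings and deposited, for each library, a list of miRNA designations with their expression. The values the authors deposited are RPM, a share of the reads of the library, which the paper calls TPM. The version of the pipeline and the genome build are not named in the paper's text. No coordinates are given here. Reads with several positions are shared out as fractions, and at most 12 positions were considered for a shared read. Between 32.3% and 38.0% of the values above 0 are whole multiples of the value of 1 read, and between 65.8% and 77.7% are whole multiples or simple fractions of it. Whole reads were therefore not recovered for every row and no count model was fitted across the rows. For miR393-5p alone, reads pooled over the libraries of each line and rounded were compared by an exact binomial test.

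The test had been planned on rows joined by exact sequence. The lists hold no sequences, so rows were joined by their full designation. Rows present in all 6 libraries were tested by limma 3.58.1 in R 4.3.3 on log2(TPM + 1), with line as the only term and Benjamini-Hochberg adjustment at a threshold of 0.05. Ratios are those of mean TPM, with thresholds of 1.5 and 1/1.5. A row at 0 in WT has no ratio and was not counted, while a row at 0 in *hws-1* was counted as lower. Single values were compared by exact permutation tests, two-sided, for which 3 against 3 libraries cannot give p below 0.10. Tables were handled in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9. The named miRNAs are those of Table 2, every row named miR319, miR164, miR165 or miR166, and up to 5 in each direction with an adjusted p under 0.05, or, where fewer than 3 passed, the 3 with the largest change among rows with a mean of at least 10 TPM and no overlap between the lines. This rule added miR171a-5p, miR393-5p, miR482d-5p and miR8033-5p. Other names were chosen after their values were seen.

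Rows were also matched by their order in the lists, a setting chosen after the values were seen. The 14 families with the same number of loci in all libraries, with 33 loci, served as anchors. Other families were matched between 2 anchors where their number of loci was the same, which gave 42 matched loci, of which 5 carried another letter in the other line. On simulated lists made from the loci of WT replicate 1, with 15% of the loci outside the anchor families dropped at random, 99.9% of the matches were right. Anchors were never dropped there, so their matches were right in advance. The simulated lists held no added locus and no other order, so this share does not measure errors from such differences. On simulated data for this comparison with 10 rows changed 4-fold, limma found 90.2% of them among the 58 rows joined by designation and 88.6% among the 81 rows matched by order. With 2-fold changes it found 25.8% and 13.0%, and with 1.5-fold changes 0.8% and 0.6%, so that most changes of this size would be missed. Whether places in the lists follow the genome was checked on the RefSeq annotation of assembly SLM_r2.1, used only for names and neighbours, where between 75% and 90.9% of pairs of families with 1 locus stood in the order of the lists.

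Samples with the same replicate number deviated together, with correlations of 0.16, 0.22 and 0.23 across the rows joined by designation. Those of samples with different numbers ranged from -0.33 to 0.14, so that the highest of them is close to the lowest of the first. The numbers come from the labels. Alternatives set before the data were examined were other pseudocounts (0.1 and 10), absent values set to 0, a mean of at least 10 TPM, rescaling to the same sum, median centring, family sums, a replicate block, an intensity trend, and leaving out each library in turn. Depth limits low rows, since 1 read was worth between 3.19 and 8.76 TPM.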

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

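All tests in this part were chosen after the results were seen, apart from the fits of miR171a-5p by designation and those of family sums, which were set before. Apart from a further miR319 locus that has no WT row, the signals come from rows matched by their order in the lists, outside the miRNAs of Table 2, and in each of these rows every *hws-1* library was above every WT library. Among the 81 matched rows, the lines did not overlap for 14, or 17.3%, where chance gives 10%, and with identical rows counted once for 12 of 71, or 16.9%. In the limma test, 2 of the 81 rows passed, miR398-3p and miR393-5p. Of the 10 splits of the 6 libraries, 1, the real one, gave as many calls, and 10 splits cannot give a smaller share, so they decide nothing about single rows. Among the 4 splits that part all 3 same-numbered pairs, the others gave at most 1 call. They had up to 12 rows at an unadjusted p under 0.05 from limma, close to the 14 of the real split.

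The largest of these signals was miR398-3p, with 220.9 ± 34.1 TPM (SD, n = 3) in WT and 1007 ± 579 TPM (SD, n = 3) in *hws-1*, a ratio of 4.56 and a log2 fold change of 2.05 (adjusted p = 0.036 from limma). Its other arm, miR398-5p, had a ratio of 3.26. By designation both drop out, because the single WT locus is named miR398 and the *hws-1* loci miR398a and miR398b. Several technical explanations were argued against. With each library centred on its median, the log2 fold change was 1.67 (adjusted p = 0.049), and across all alternatives the adjusted p ranged from 1.7e-06 to 0.13. The range includes the 3 fits that each left out a WT library, none of which passed (0.062 to 0.13), and a pseudocount of 0.1 (0.092). Without *hws-1* replicate 2, the highest library, it was 1.61 (adjusted p = 0.045). A match to the wrong one of the 2 *hws-1* loci would not remove the difference, since miR398b-3p was 3.84 times the WT row. A general effect of lower depth is argued against by the 29 rows of other families with a WT mean of 100 to 1000 TPM. Their median ratio was 1.04 and their highest 2.64. Reads moved between the listed miR398 loci without a rise of the family are argued against, since this would keep their total, and the miR398-3p total was 8.40 times that of WT without overlap between the lines. A rise of miR398b alone, with its reads shared out, cannot be told apart from a rise of this row, since the total rises in either case and the 2 *hws-1* rows stood at a ratio of 1.19. Each *hws-1* library lists 2 loci and each WT library 1, and reads of a WT locus that is not listed would be missing from that total. A difference between the lines is a candidate explanation, but pedicel size or tissue composition was not tested.

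A further miR319 locus was listed in 3 of 3 *hws-1* libraries and in no WT library, at a mean of 998.8 TPM. More reads in *hws-1* are argued against as its source, since the values of the deepest *hws-1* library are scaled from 180179 reads and those of every WT library from more. Sharing of reads between near-identical miR319 loci cannot be told apart from a signal of the locus itself, because the miR319-3p total had a ratio of 1.36 with overlapping lines.

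miR482b-3p had a ratio of 1.92, miR396a-3p and miR396d-3p, which hold the same values, of 1.82, miR164a-5p of 2.64, and miR171a-5p of 1.63. None passed the adjusted threshold among the matched rows (adjusted p from 0.13 to 0.25). With each library centred on its median, the log2 fold changes stayed above 0, at 0.53 for miR482b-3p, 0.53 for miR396a-3p, 0.94 for miR164a-5p and 0.34 for miR171a-5p, and none passed. Without *hws-1* replicate 1, miR482b-3p (adjusted p = 0.049, range over its alternatives 0.049 to 0.51) and miR164a-5p (adjusted p = 0.023, range 0.0063 to 0.45) passed, and miR164a-5p also passed with a pseudocount of 10. For miR164a-5p, reads moved between the listed loci without a rise of the family are argued against, since the miR164-5p total had a ratio of 2.61 without overlap between the lines, with 2 loci in every library and a family sum past the limma threshold (log2 fold change 1.27, adjusted p = 0.0024, higher in 3 of 3 *hws-1* libraries). The p-value of the family sum rests on a standard error common to all families, 0.33. A rise of miR164b-5p alone, with its reads shared out, cannot be told apart from a rise of miR164a-5p, since the total rises in either case and the 2 rows stood at a ratio of 0.966 in *hws-1* and 0.946 in WT. For the others, shared reads cannot be told apart from a difference of the row itself. The 3p total of miR482 (ratio 1.61) and the 5p total of miR171 (1.58) did not overlap either. The miR396-3p total (1.77) was almost tied between the highest WT library (10097 TPM) and the lowest *hws-1* library (10098 TPM). The family sums of miR482, miR396 and miR171 did not pass (adjusted p = 0.30, 0.43 and 0.66 from limma). The number of listed loci differs between libraries for miR482 and miR171.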

How the results depend on the processing

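The settings that match rows by order, and that use only families with the same number of loci, were chosen after the values were seen. The other alternatives were set before the data were examined. Joining by exact sequence, a count model across the rows and other size factors were not run, because the lists hold neither sequences nor counts. Joining by designation is the setting reported.

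By designation, miR319b-3p stayed past the threshold under every alternative that keeps single designations, with log2 fold changes from 5.17 to 5.52 across the 6 fits that each left out one replicate. Summed over the family, the log2 fold change was 0.45 (adjusted p = 0.54), and in rows matched by order it was 0.39 (adjusted p = 0.78). Both settings no longer rely on the letter. They do not show the cause, since a sum would also hide a fall of one locus against a rise of another, and matching by order takes the same place for the same locus. miR319c-3p changed direction in rows matched by order, at -0.61.

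miR164b-5p had the same direction in every fit. It passed the threshold with a pseudocount of 10 (1.27), a mean of at least 10 TPM (1.29), family sums (1.27), the replicate block (1.29), the intensity trend (1.29) and only families with the same number of loci (1.29). In several of these fits, limma gave all rows a common standard error. It was 0.35 with a pseudocount of 10, 0.33 in family sums and 0.44 with the replicate block. With only families with the same number of loci it was 0.39. These passes do not use the spread of miR164b-5p itself and are not independent of each other. Across the 6 fits that each left out one replicate, its log2 fold change ranged from 1.00 to 1.65, and it passed without *hws-1* replicate 1.

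The number of miRNAs with an adjusted p under 0.05 was 4. It was 8 with a pseudocount of 10, 8 with a mean of at least 10 TPM and 8 with the replicate block, all of which kept the same 4, and 2 in rows matched by order, and 2 with only families with the same number of loci. It ranged from 3 to 8 across the 6 fits that each left out one replicate. The split of higher against lower calls moved from 2 and 2 to 1 and 3 with median centring, to 5 and 1 with absent values set to 0, to 3 and 0 in family sums, and to 5 and 3 with a pseudocount of 10 or a mean of at least 10 TPM. It lay between 1 and 4 without *hws-1* replicate 3 and 6 and 2 without *hws-1* replicate 1. Beside miR164b-5p, the replicate block added miR319a-5p, miR319b-5p and miR482d-5p, and it changed no other call among the 58. Limma gave all miRNAs a common standard error with the replicate block (0.44) and with a pseudocount of 10 (0.35). Calls of these fits do not use the spread of each row. In 1 of the 10 splits of the 6 libraries, the real one, there were as many calls, a share that cannot go lower. Of the 4 splits that part all 3 same-numbered pairs, the other 3 gave no call, with at most 7 miRNAs at an unadjusted p under 0.05 against 11, and the remaining 6 splits part 1 pair.

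The number above 1.5-fold was 9, leaving out miRNAs at 0 in WT, which have no ratio. It was 32 with absent values set to 0, 5 with median centring, 4 in family sums and 5 with only families of the same number of loci, and ranged from 8 to 11 across the fits that each left out one replicate. The number below 1/1.5-fold was 4. It was 110 with absent values set to 0, 9 with rescaling to the same sum, 16 with median centring, 0 in family sums and 1 with only families of the same number of loci, and ranged from 5 to 10 across the fits that each left out one replicate. The median log2 ratio was 0.11, and -0.29 with median centring, and ranged from -0.01 to 0.28 across the fits that each left out one replicate. The cause of these changes was not tested. Median centring gave -0.42 for the miR166 sum, since it shifts each family sum by the same -0.38 on the log2 scale.

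Family sums changed the direction of miR394b-3p (-0.26), miR319a-3p (0.45), miR393-5p (0.16) and miR482d-5p (0.62), since they add the other rows of the family.

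In rows matched by order, 2 miRNAs passed, miR398-3p and miR393-5p. The number was 5 with median centring, 1 with a pseudocount of 0.1, 7 with a pseudocount of 10 and 6 with the replicate block, and ranged from 0 to 7 across the 6 fits that each left out one replicate, with 7 miRNAs at an unadjusted p under 0.05 without WT replicate 1 and 10 without WT replicate 3. Depth limits low rows most, as for miR393-5p.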

Differences from the paper's values

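The value of 1 read corresponds to a mean depth of 0.284 times the paper's stated depth in WT and 0.151 times in *hws-1*, where the paper's value is taken as 1. The paper's text does not name which reads enter the scaling, so both values need not count the same reads. No alternative set before the data were examined changes the number of reads.

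By designation, none of the TPM means, fold changes and p-values of Table 2 differed from the paper's by the criteria used. The paper's 9 miRNAs above 1.5-fold and the 9 counted here are not the same set. miR6027-3p, which the paper prints at 1.5, had a ratio of 1.497 and was not counted, and miR171a-5p, at 1.63, was counted but is not in Table 2.

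The paper gives miR319b and miR319c as increased in *hws-1*. In rows matched by their order in the lists, a setting chosen after seeing the values, the ratio was 1.31 for the row named miR319b in *hws-1* and 0.66 for the row named miR319c there. With TPM summed over each family, an alternative set before the data were examined, the miR319 ratio was 1.36 against the paper's 40.4 for miR319b.

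The paper gives miR164b-5p as increased without significance. It passed the limma threshold with a pseudocount of 10, a mean of at least 10 TPM, family sums, the replicate block, the intensity trend, without *hws-1* replicate 1, and with only families with the same number of loci, the last chosen after seeing the values. Several of these fits gave all rows a common standard error, so these passes are not independent of each other.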

Other observations

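The tests in this part were chosen after the results were seen, apart from those on family sums, which were set before.

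The increase of miR319b by designation may come from letters given to the loci of a family in each library separately. Under this hypothesis, the further miR319 locus listed first in the *hws-1* libraries shifts every later letter by one. The row next to miR159 was high in both lines, with a ratio of 1.31 between them, as this explanation requires. A rise of one locus of the size given by the designation is argued against, since the lowest WT library already had 8556 TPM in that row. This rests on the order of the lists as a guide to the locus, since they hold no sequences. In the RefSeq annotation of assembly SLM_r2.1, MIR319c lies between MIR399 and MIR169f, MIR319d between MIR10538 and MIR6025, and MIR319b between MIR10540 and MIR166a. None of them lies next to a MIR159 gene there, so the annotation does not settle which locus the row after miR159 is.

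The miR482 family offers a test of separately given letters that does not involve the line. *hws-1* replicates 1 and 3 list 4 miR482 loci and *hws-1* replicate 2 lists 5. Under the name miR482c-3p, the 2 libraries with 4 loci had 1455 and 2233 TPM and the library with 5 loci 356.2 TPM, so that the lower of the first was 4.09 times the second. The WT libraries, all with 5 loci, had between 245.6 and 328.7 TPM. Letters fixed to a locus are argued against by these values and by other names. The single WT locus of miR398 carries no letter, while the 2 *hws-1* loci carry a and b. In 88 of the 88 listings of families with several loci, the letters had no gap. Yet 7 families listed in every library differed in their number of loci. Which locus stands at each place is not settled by this.

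Fewer rows were listed in *hws-1* than in WT. Lower depth cannot be told apart from the line as the source, because the deepest *hws-1* library had 0.699 times the reads of the shallowest WT library.

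miR393-5p, a star strand, was lower in 3 of 3 *hws-1* libraries, while its mature strand miR393-3p overlapped between the lines (ratio 1.19). Counting noise cannot be told apart from a difference between the lines, since about 5 reads in *hws-1* and 35 in WT gave p = 0.20 in an exact binomial test multiplied by the 81 rows tested.

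Among the 21 families, miR398 and miR408 passed the limma threshold beside miR164 when rows were summed, both higher in 3 of 3 *hws-1* libraries. The log2 fold change was 2.69 for miR398 (adjusted p = 6.2e-11 from limma) and 1.08 for miR408 (adjusted p = 0.011 from limma). The paper does not report these families. The standard error was the same for all 21 families, 0.33, so these p-values do not use the spread of a family's own libraries. The miR398 sum takes in a locus that only the *hws-1* lists hold. miR408 was listed with 1 locus in WT replicate 3 and 2 in the other libraries, and its 3p total overlapped between the lines, with 1044 TPM in WT replicate 1 and 1007 TPM in *hws-1* replicate 3. Between samples of the same replicate number, the miR408-3p total was higher in *hws-1* each time.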
